A study of Homo sapiens with 12 samples. Its data were reported in "The antileukemic activity of decitabine upon PML/RARA-negative AML blasts is supported by all-trans retinoic acid: in vitro and in vivo evidence for cooperation" (2022).

How the data were processed

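RNA was measured in 12 libraries of MOLM-13, a human acute myeloid leukemia cell line. Per the labels, cells were left untreated or received 100 nM decitabine (DAC, an inhibitor of DNA methylation), 1 µM all-trans retinoic acid (ATRA, which activates retinoic acid receptors), or both drugs (DAC+ATRA). Each of the 4 groups holds 3 libraries numbered 1 to 3. The labels call them technical triplicates, so the spread between libraries is that within 1 experiment. The labels give 96 h for the untreated libraries and 72 h for all treated libraries, whereas the design given with the labels names 72 h for the harvest. This difference was left open. The study describes a shorter exposure to ATRA than the labels give. No vehicle control was among the libraries.

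The authors depleted ribosomal RNA, sequenced strand-specific libraries, aligned reads to hg38 with STAR, counted them with htseq-count and tested protein-coding transcripts with DESeq2. The deposited table holds 100502 rows, each an Ensembl transcript with a gene symbol. The deposited values are a normalised signal, not whole counts: the authors divided each library's read counts by 1 size factor. In every library, 100% of the values were whole multiples of a single step, so the reads could be recovered by division. Size factors recomputed from the recovered reads by the median-of-ratios method of DESeq2, without running DESeq2 itself, differed from the authors' factors by 0%. The values are called normalised counts here.

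Rows were summed per gene symbol, which gave 46639 symbols. Biotypes, gene identifiers and coordinates were taken from GENCODE release 44 on GRCh38, the same assembly as hg38. The release the authors used is not stated, and 88.9% of rows matched a transcript of release 44. Columns named CTRL were taken as the untreated libraries. Counting per transcript appears to have left out reads that fit several listed transcripts of a gene. Levels are therefore lower limits that cannot be compared between genes. A gene's level can be compared between libraries only as far as its use of transcripts did not change.

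The recovered reads per library ranged from 4.67 to 11.9 M (M stands for mega). Their mean was 10.1 ± 1.61 M (SD, n = 3) for untreated, 5.87 ± 1.15 M for DAC, 9.32 ± 1.21 M for ATRA and 6.42 ± 0.78 M for DAC+ATRA. A gene whose libraries in a group all held 3 reads or fewer was taken as at the floor, and a fold against such a group is given as a bound. Intervals of shares are exact 95% Clopper-Pearson intervals over genes, which are not independent of each other.

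The plan fixed before the data were examined named edgeR's quasi-likelihood test on counts. Because the table holds normalised values, the main test was limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend) on log2(normalised count + 1). A log2 fold change on this scale understates the change of low genes. All 12 libraries entered 1 fit with a coefficient per group and no covariate. Protein-coding genes with at least 10 normalised counts in at least 3 libraries were tested, 10643 in all. P-values were adjusted by Benjamini-Hochberg within each comparison, and a gene was called at an adjusted p under 0.01, the threshold of the authors' methods. The comparisons were each treatment against untreated, DAC+ATRA against either single drug, and the interaction, which is the DAC effect with ATRA minus the DAC effect without it. A positive interaction therefore means that DAC+ATRA lies above the sum of both single changes on the log2 scale.

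The groups, comparisons, gene lists, rule for named genes and the first set of alternative settings were chosen before the data were examined. Named genes were 14 genes that the study discusses for transcription, plus, for each treatment against untreated and for the interaction, the 3 largest changes in each direction among called genes. Those genes also needed a mean of at least 1 CPM and no overlap between the libraries of both groups, which for the interaction were DAC+ATRA and untreated. Chance alone separates 3 libraries from 3 in 10% of genes.

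The 7 gene lists covered retinoid targets, interferon-stimulated genes, cytosolic ribosomal proteins, myeloid differentiation, cancer/testis antigens, proliferation and a list that is not reported here. They were written from general knowledge and tested with camera (limma, inter-gene correlation 0.01) in 4 comparisons, with the 28 p-values adjusted together and a threshold of 0.05. Among the retinoid targets, HIC1 and CYP26A1 are also study genes, as are GBP4, IFIH1 and DDX58 among the interferon-stimulated genes and LYZ in the myeloid list.

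Alternatives were DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads, total-count scaling, other filters on low values, only the compared groups in the fit, a block for the replicate number, all gene symbols, other thresholds, and leaving out each library in turn. Alternatives added after seeing the data were edgeR with TMM factors (the planned main test), limma with TMM factors, pseudocounts of 0.1 and 5, transcript rows in place of genes, every library thinned to the depth of the smallest, and genes with 1 transcript row.

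The fits were tested on simulated data with 200 genes changed in DAC. Limma recovered 185 of 200 changed genes (92.5%) with 2 false calls among 10441 genes tested, edgeR recovered 184 with 3 false calls, and DESeq2 recovered 187 with 3 false calls among 10643 genes. For the interaction, limma recovered 173 of 200 genes (86.5%). Camera found the raised simulated list (median log2 change 2.03, adjusted p 1.1e-150) and not the unchanged list (adjusted p 0.727).

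Transposable elements, chromatin accessibility, DNA methylation, U937 cells and patient samples were not analysed here. Non-coding genes were left out of the main comparisons.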

Results

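Strand-specific RNA-seq of MOLM-13 cells gave 12 libraries, 3 each of untreated, DAC, ATRA and DAC+ATRA. Library depth was 8.95 to 11.9 M recovered reads for untreated, 4.67 to 6.95 M for DAC, 8.36 to 10.7 M for ATRA and 5.61 to 7.16 M for DAC+ATRA. Both groups that received DAC were thus shallower than either of the other two. Between 17978 and 20152 genes had reads in a library. Protein-coding genes held 80.6% to 90.0% of the reads, the non-coding RN7SL1 held 4.84% to 12.96%, and mitochondrial genes held 1.17% to 1.67%. The median SD of a gene between replicate libraries was 0.17 (log2) in untreated, 0.28 in DAC, 0.21 in ATRA and 0.17 in DAC+ATRA.

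Principal component analysis of the log2 normalised counts separated all 4 groups. The first component held 54.9% of the variance and parted libraries with ATRA from those without it. The second component held 18.2% and parted libraries with DAC from those without it. DAC replicate 3 lay apart from the other two DAC libraries on the third component, which held 5.47%.

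**Figure D1:**
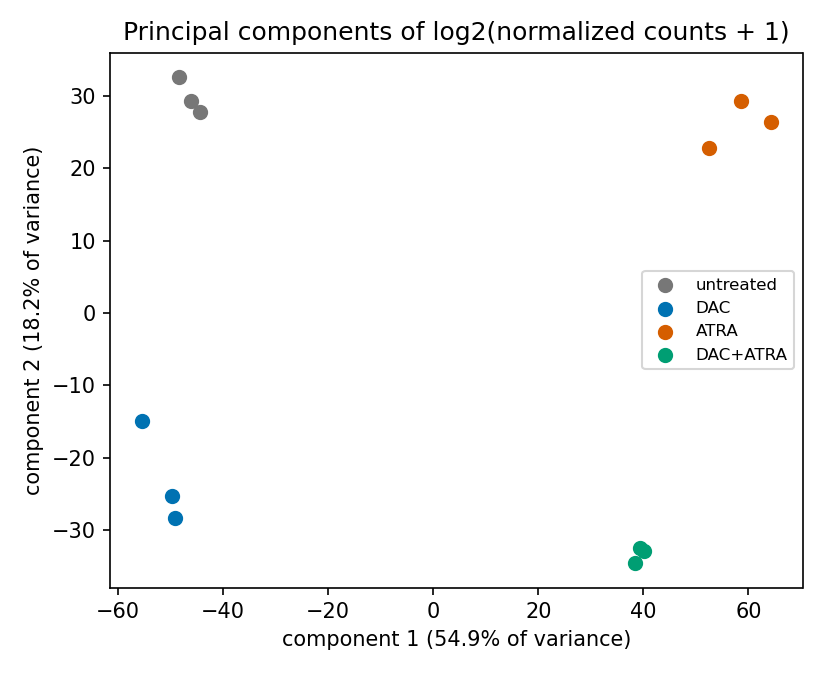
Scores of the 12 libraries on the first and second principal component of log2(normalised counts + 1), each point a library coloured by group. The first component (54.9% of variance) separates libraries with ATRA from those without, and the second (18.2%) separates libraries with DAC from those without.

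The first question was how many genes each drug changed against untreated cells. DAC changed 848 of 10643 genes tested (limma, adjusted p under 0.01), 457 higher and 391 lower. ATRA changed 2773 genes, 1285 higher and 1488 lower. DAC+ATRA changed 3078 genes, 1541 higher and 1537 lower. With a change of over 2-fold required as well, 361 genes remained for DAC, 1562 for ATRA and 1548 for DAC+ATRA. The DAC count was 1638 at an adjusted p under 0.05, the alternative that moved it most in number of genes, and 371 in a fit with only the compared groups. Single libraries also moved it: without DAC replicate 3 the count was 1385, without untreated replicate 1 it was 540 and without untreated replicate 2 it was 509.

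The next question was what each drug added to the other. DAC+ATRA differed from DAC alone in 1999 genes (963 higher, 1036 lower) and from ATRA alone in 1270 genes (689 higher, 581 lower). Without ATRA replicate 2, and likewise without DAC+ATRA replicate 2, the count against ATRA alone was 819.

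**Figure D2:**
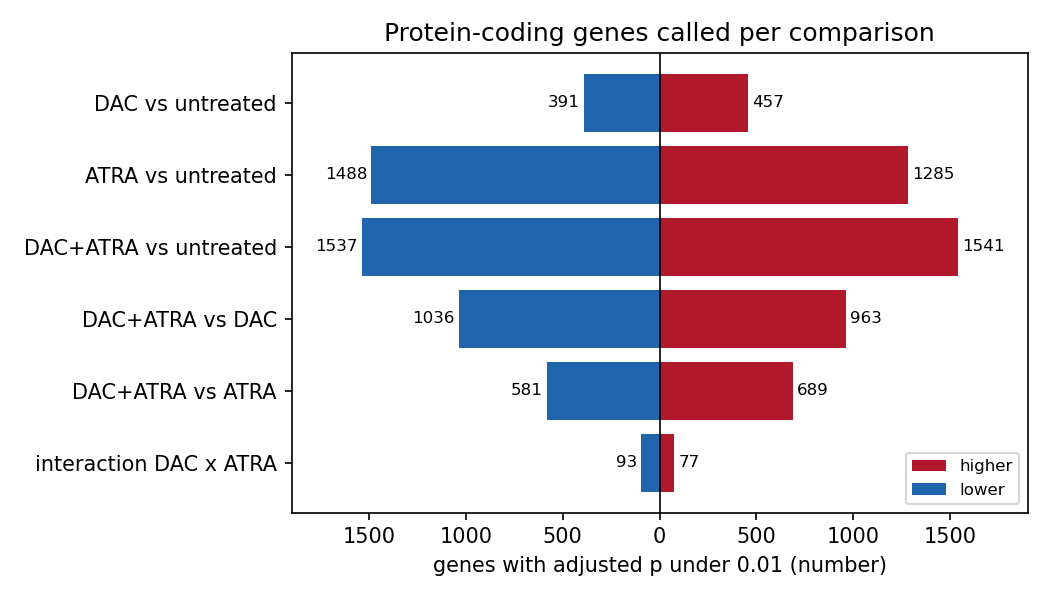
Number of protein-coding genes with a limma adjusted p under 0.01 in each of the 6 comparisons, higher to the right and lower to the left, out of 10643 genes tested. ATRA alone (1285 higher, 1488 lower) and DAC+ATRA (1541 higher, 1537 lower) have larger counts than DAC alone (457 higher, 391 lower).

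Of the 848 genes changed by DAC, 452 (53.3%) were also changed by ATRA, where independent calls would give 221. The same direction was seen in 279 of these 452 genes (61.7%, 95% interval 57.1% to 66.2%), and 173 genes moved in opposite directions. The interval covers counting only: the share was 55.3% of 253 genes among those with 1 transcript row, 55.8% of 226 with only the compared groups in the fit, 56.98% of 172 with a required change of over 2-fold and 67.04% without DAC replicate 3. Of those 173, 92 were higher with DAC and lower with ATRA, and 81 the reverse. Without DAC replicate 3 the overlap was 707 genes, without untreated replicate 1 it was 298 and without untreated replicate 2 it was 275. Both comparisons share the untreated libraries. Across genes, which are not independent replicates, the DAC and ATRA changes had a Pearson r of 0.0858 and a Spearman rho of 0.164. Simulated unchanged groups against the same controls gave a mean r of 0.0282 and a highest r of 0.0677 in 100 simulations. They were drawn around the observed untreated means, so they leave out the error that shared controls bring to both changes. The share of genes with the same sign was 56.4%, against 50.5% in the simulations. The simulations therefore cannot tell whether r or this share exceeds what shared controls alone would give.

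Of the 3078 genes changed by DAC+ATRA, 1847 (60.01%) were also changed by ATRA alone, 1812 of them in the same direction. A further comparison with DAC alone found 619 shared genes (20.1%), 551 of them in the same direction. Neither single drug changed the remaining 977 genes past the threshold (31.7%, 95% interval 30.1% to 33.4%). This share moved more than that interval between fits, from 25.5% among genes with 1 transcript row to 42.1% with only the compared groups in the fit, and from 26.1% without DAC replicate 3 to 38.9% without ATRA replicate 3. Conversely, 926 of the ATRA genes (33.4%) and 229 of the DAC genes were not past the threshold in DAC+ATRA. Across genes, the changes in DAC+ATRA had an r of 0.798 with those of ATRA and 0.44 with those of DAC. Simulated unchanged groups gave mean values of 0.0281 and 0.0311, which again leave out the error of the shared controls. In comparisons that share no library, the ATRA effect without DAC and with DAC had an r of 0.823, and the DAC effect without and with ATRA had an r of 0.55.

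The interaction tested whether the combination differed from the sum of both single changes on the log2 scale. It was called in 170 genes, 77 positive and 93 negative, while 1570 genes had an unadjusted p under 0.05. DAC+ATRA fell short of the sum in 153 of the 170 genes (90%, 95% interval 84.5% to 94.1%), including genes that ended on the other side of untreated, and exceeded it in 17, of which 8 were higher and 9 lower in DAC+ATRA. The interaction was called in 386 genes at an adjusted p under 0.05, the alternative that moved it most, and DESeq2 called 337 genes. The interaction count was 106 without untreated replicate 2, 112 without DAC+ATRA replicate 2 and 262 without DAC replicate 3.

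The study discusses 14 genes for transcription, chosen there from other cells, patients or protein assays, and all 14 were tested. Against untreated, DAC changed 5 of them (7 when adjusted over the list alone), ATRA changed 8 (8 adjusted over the list alone) and DAC+ATRA changed 9 (9 adjusted over the list alone). DAC+ATRA differed from DAC in 8 (9 adjusted over the list alone) and from ATRA in 5 (6 adjusted over the list alone). The interaction was called in 0 of the 14 over all genes and in 3 adjusted over the list alone (CYP26A1, GBP4 and MYC, named after their values were seen). At an unadjusted p under 0.05, the interaction of 5 of the 14 passed. Over all genes, other fits called the interactions of GBP4, CYP26A1 and LYZ, as given for each gene.

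HIC1 (chromosome 17, 2054154 to 2063241) had a mean of 17.5 ± 3.83 normalised counts (SD, n = 3) in untreated, 7.86 ± 2.83 in DAC, 3238 ± 170 in ATRA and 1774 ± 130 in DAC+ATRA. Its limma log2 fold change was 7.47 with ATRA (SE 0.21, adjusted p 1.41e-15) and 6.60 with DAC+ATRA (adjusted p 1.21e-14). With DAC alone it was -1.10 (limma adjusted p 0.00114), a call that DESeq2 (adjusted p 0.0347) and edgeR with DESeq2 size factors (0.0171) did not make (range over all alternative fits 2.92e-04 to 0.0996). HIC1 was lower in DAC+ATRA than in ATRA (-0.87, limma adjusted p 0.00516), and the interaction was not called (0.23, adjusted p 0.81).

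CYP26A1 (chromosome 10, 93073475 to 93077885) was listed at 0 in every untreated and DAC library. It reached 1331 ± 435 normalised counts in ATRA and 384 ± 7.94 in DAC+ATRA. It was at least 546-fold higher in ATRA and at least 158-fold higher in DAC+ATRA than in untreated. DAC+ATRA was lower than ATRA (log2 fold change -1.73, limma adjusted p 2.79e-04). The CYP26A1 interaction (-1.73, limma adjusted p 0.022) was called with a pseudocount of 5 (adjusted p 0.00276; range 0.00276 to 1).

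GBP4 (chromosome 1, 89181144 to 89198942) had 27.7 ± 3.40 normalised counts in untreated, 2.74 ± 2.57 in DAC, 1328 ± 154 in ATRA and 696 ± 33.9 in DAC+ATRA. The log2 fold change was -3.29 with DAC (limma adjusted p 1.36e-05), 5.53 with ATRA (2.1e-09) and 4.61 with DAC+ATRA (3.16e-08). The difference between DAC+ATRA and ATRA was -0.93 and not called (limma adjusted p 0.117). The GBP4 interaction was 2.36 (limma adjusted p 0.0248). It was called by DESeq2 (adjusted p 0.00312), edgeR with DESeq2 size factors (0.00504) and edgeR with TMM factors (0.00519), and by limma without DAC replicate 1 (2.89, adjusted p 0.0021) or without DAC replicate 3 (1.58, adjusted p 3.31e-04), in a range of 3.31e-04 to 0.164. The DAC call was lost when only the compared groups were fitted (limma adjusted p 0.0154; range over all alternative fits 4.29e-09 to 0.0154).

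LYZ (chromosome 12, 69348381 to 69354234) moved in opposite directions with the single drugs. Its mean was 41630 ± 6449 normalised counts in untreated, 153300 ± 27170 in DAC, 6819 ± 2250 in ATRA and 40820 ± 2365 in DAC+ATRA. The log2 fold change was 1.88 with DAC (limma adjusted p 7.66e-07), -2.65 with ATRA (6.44e-10) and -0.02 with DAC+ATRA (0.95). The combination therefore lay within the spread of the untreated libraries for LYZ, and its interaction of 0.75 was not called (limma adjusted p 0.129). Without ATRA replicate 1 the LYZ interaction was called (1.00, limma adjusted p 0.00937; range 0.00937 to 0.314).

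CTSG (chromosome 14) showed a related order, with 4277 ± 506 normalised counts in untreated, 8023 ± 844 in DAC, 265 ± 64.5 in ATRA and 653 ± 63.0 in DAC+ATRA. All 5 comparisons of CTSG between groups were called by limma, and the interaction was not (adjusted p 0.38). MYC (chromosome 8) fell from 94.5 ± 6.73 in untreated to 19.6 ± 5.01 in ATRA and 33.2 ± 2.78 in DAC+ATRA, with log2 fold changes of -2.24 and -1.48 (limma adjusted p 2.25e-07 and 3.69e-05). MYC with DAC was 66.5 ± 0.87, not called (limma adjusted p 0.156). ELANE (chromosome 19) was lower with ATRA (-2.04, limma adjusted p 0.00124) and with DAC+ATRA (-2.43, limma adjusted p 2.41e-04), from 26.96 ± 4.31 normalised counts in untreated. Without ATRA replicate 2 the ELANE change with ATRA was no longer past the threshold (-1.67, limma adjusted p 0.0103; range 2.72e-04 to 0.0103). IL7R (chromosome 5) was lower with DAC (-1.38, limma adjusted p 3.14e-04) and with DAC+ATRA (-0.79, limma adjusted p 0.00879). The IL7R call with DAC was lost when only the compared groups were fitted (limma adjusted p 0.0112; range 9.88e-07 to 0.0112). The IL7R call in DAC+ATRA was lost in 10 of the alternative fits, 5 of which left out a single library, and adjusted p-values ranged from 4.46e-05 to 0.0395 over all of them.

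The endogenous retroviral gene ERV3-1 and the zinc finger gene ZNF117 lie on the same strand of chromosome 7 and overlap, so their reads may not be separable. ERV3-1 rose from 178 ± 27.2 normalised counts in untreated to 395 ± 16.5 in DAC+ATRA (log2 fold change 1.16, limma adjusted p 1.46e-05). ZNF117 rose from 23.9 ± 4.39 to 60.8 ± 9.39 (1.31, limma adjusted p 0.00108). Neither was called with DAC or ATRA alone, although ERV3-1 was with DAC under DESeq2 (adjusted p 0.00577; 0.00534 to 0.0926 over the alternatives) and without DAC replicate 1 (limma adjusted p 0.00534). DDX58, which encodes RIG-I, rose with ATRA from 50.9 ± 2.21 to 122 ± 12.7 (1.24, limma adjusted p 6.23e-04) and not past the threshold with DAC+ATRA (0.57, limma adjusted p 0.0778). Without DAC replicate 3 it was lower with DAC (-0.87, limma adjusted p 0.00827; range 0.00827 to 0.534). IFIH1, which encodes MDA5, and MAVS were not called in any of the 6 comparisons, nor was CXCR1, which was called higher with DAC only without DAC replicate 3 (1.79, limma adjusted p 0.00949; range 0.00949 to 0.0972).

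**Figure D3:**
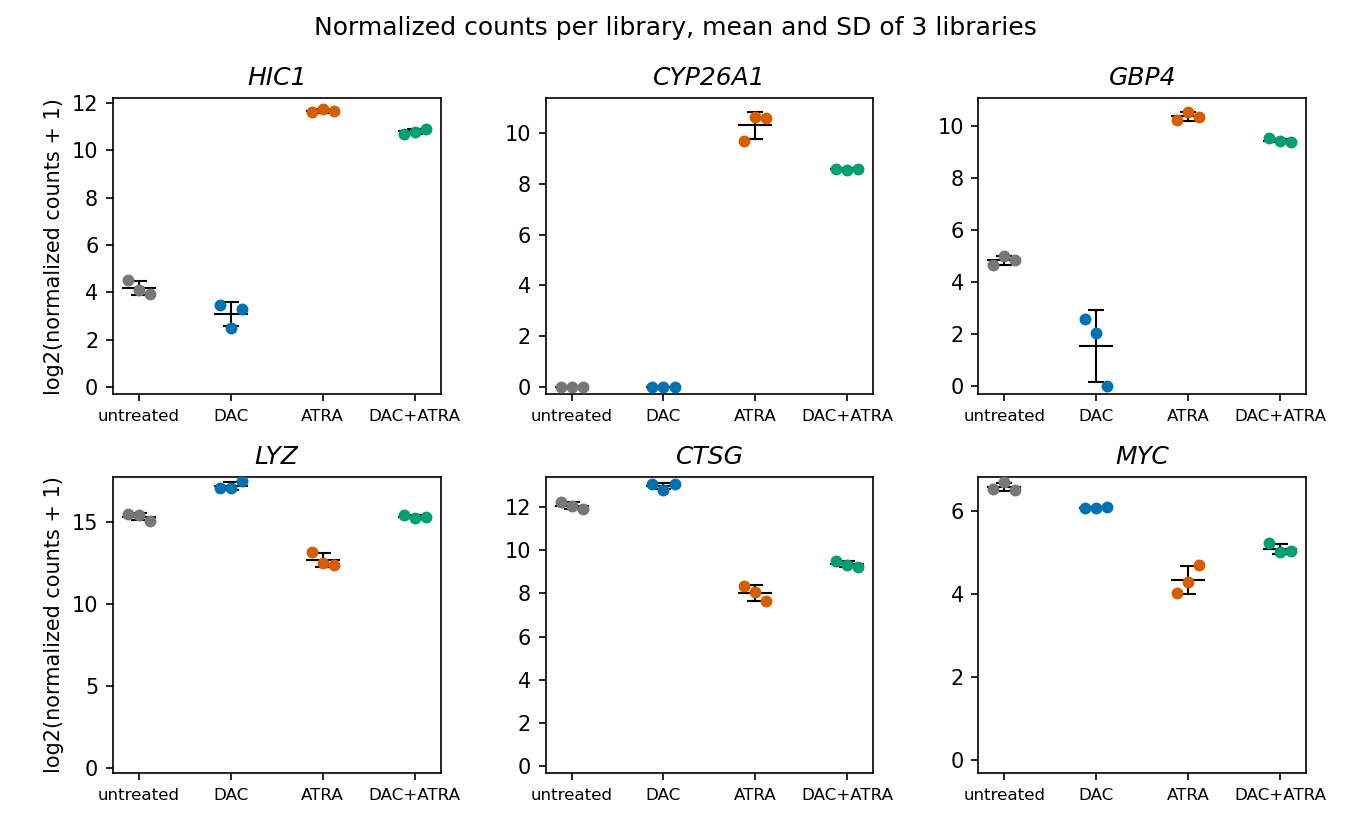
Normalised counts per library on the scale log2(normalised counts + 1) for 6 of the study's genes, each point a library, with the mean and SD of 3 libraries per group. HIC1, CYP26A1 and GBP4 are high in both groups with ATRA and higher in ATRA than in DAC+ATRA, while LYZ and CTSG are highest in DAC.

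Among all genes, the largest rises with DAC were TKTL1 (chromosome X), GTSF1 (chromosome 12) and ZNF595 (chromosome 4). All of them had untreated libraries at the floor, and they were at least 24.3-fold, 20.6-fold and 13.9-fold higher in DAC. The largest falls with DAC were IFI44L (log2 fold change -4.80, limma adjusted p 1.56e-05), PDGFA (-4.10, limma adjusted p 1.25e-06) and OASL (-3.44, limma adjusted p 0.002). IFI44L had 53.9 ± 23.6 normalised counts in untreated and 1.81 ± 3.14 in DAC. The OASL call was lost without untreated replicate 1 (limma adjusted p 0.0143), without untreated replicate 2 (0.017) and without DAC replicate 1 (0.0142). It was also lost when only the compared groups were fitted (limma adjusted p 0.0157), with a range of 2.09e-06 to 0.017 over all alternative fits.

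With ATRA, the largest rises after CYP26A1 were EXOC3L2 (chromosome 19), at least 175-fold higher, and CLEC10A (chromosome 17), which went from 2.78 ± 1.44 to 1016 ± 168 normalised counts (8.12, limma adjusted p 2.91e-11). The largest falls were RHEX, ZBTB16 and C5AR2, which were at least 58.2-fold, 66.1-fold and 66.96-fold lower. With DAC+ATRA, the largest rises were PTGES (at least 600-fold, chromosome 9), CYP26A1 and CCN4 (at least 185-fold, chromosome 8). The largest falls were EMP1 (at least 23.2-fold lower), RHEX (at least 37.2-fold lower) and ZBTB16 (log2 fold change -5.71, limma adjusted p 7.47e-08).

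Among genes without overlap between DAC+ATRA and untreated libraries, the largest positive interactions were those of CCN4, INSYN2B and IFI44, and the largest negative ones those of RASGEF1B, EMP1 and CSF1. CCN4 had 0.26 ± 0.45 normalised counts in untreated, 3.04 ± 4.21 in DAC, 2.95 ± 1.02 in ATRA and 451 ± 24.6 in DAC+ATRA. INSYN2B was near 0 in all groups but DAC+ATRA, where it had 32 ± 1.51. The interaction calls of CCN4 and INSYN2B depended on the test. Both were lost in edgeR with DESeq2 size factors (adjusted p 0.487 and 0.0586; ranges 4.94e-07 to 0.487 and 2.62e-04 to 0.101), and CCN4 was also lost in DESeq2 (adjusted p 0.0826). INSYN2B also lost its call without untreated replicate 3 (limma adjusted p 0.0186) and without any 1 of the 3 DAC+ATRA libraries (0.0135 to 0.0189). IFI44 went from 125 ± 43.2 in untreated to 12.6 ± 7.08 in DAC, 19.9 ± 3.65 in ATRA and 35.4 ± 7.65 in DAC+ATRA (interaction 4.08, limma adjusted p 4.71e-05). RASGEF1B was 20.6 ± 5.32, 8.90 ± 3.20, 167 ± 43.5 and 3.33 ± 1.68 in the same order (interaction -4.20, limma adjusted p 1.23e-04). CSF1 was 25.5 ± 7.67, 7.27 ± 0.80, 111 ± 38.4 and 1.56 ± 0.63 (interaction -3.78, limma adjusted p 2.99e-04). EMP1 was 97.3 ± 19.3, 39.2 ± 1.06, 48.0 ± 6.15 and 0.38 ± 0.65 (interaction -3.97, limma adjusted p 4.18e-05). With at most 2 reads per DAC+ATRA library, the interaction sizes of CSF1 and EMP1 depend on the pseudocount.

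Gene lists tested the themes that the study discusses, and 18 of 28 camera tests had an adjusted p under 0.05. These 18 include tests of the list that is not reported here. Retinoid targets (15 of 24 tested) were higher with ATRA (median log2 change 3.24, camera adjusted p 3.22e-08, 12 of 15 genes positive) and with DAC+ATRA (3.38, 3.64e-11, 13 of 15 positive), and not with DAC (-0.30, adjusted p 0.595, or a median of 0 with genes at the floor put at their bound). Interferon-stimulated genes (41 of 48 tested) were lower with DAC (-0.89, camera adjusted p 3.49e-15, 37 of 41 genes negative; median -0.85 with the 1 gene at the floor put at its bound), in a comparison whose untreated libraries carry the 96 h label. They were not called by camera with ATRA (0.13, adjusted p 0.142) or DAC+ATRA (0.16, adjusted p 0.143). The interaction of this list was positive (0.83, camera adjusted p 7.49e-16, 35 of 41 genes positive).

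Cytosolic ribosomal protein genes (76 of 79 tested) were lower with DAC (median -0.28, camera adjusted p 5.29e-09), ATRA (-0.29, adjusted p 3.76e-04) and DAC+ATRA (-0.37, adjusted p 6.98e-07), each in 65 of 76 genes. Proliferation genes (40 of 40 tested) were lower with ATRA (-1.03, camera adjusted p 2.43e-09, 38 of 40 genes negative) and with DAC+ATRA (-0.51, adjusted p 0.00173, 34 of 40 negative), and higher with DAC (0.25, adjusted p 0.00572, 31 of 40 positive). Only 1 of the 40 proliferation genes was itself called with DAC. Genes of myeloid differentiation (32 of 40 tested) were higher with DAC (0.37, camera adjusted p 7.81e-07, 23 of 32 positive) and with DAC+ATRA (0.47, adjusted p 0.0139, 20 of 32 positive), and not called with ATRA (0.32, adjusted p 0.175). Of 46 cancer/testis antigens only 3 passed the filter. Those were higher with DAC (median 1.95, camera adjusted p 0.00541, 3 of 3 positive), and not called with ATRA (-2.02, adjusted p 0.15) or DAC+ATRA (1.54, adjusted p 0.518).

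Many of these calls depended on the preset inter-gene correlation, with which camera also uses more degrees of freedom. With the correlation estimated from the data, 8 of the 18 held, among them interferon-stimulated genes with DAC and in the interaction, retinoid targets with ATRA and with DAC+ATRA, myeloid genes with DAC and in the interaction, and ribosomal protein genes with DAC. A test of the list that is not reported here is also among these 8. Under fry, 23 of the 28 tests were called, and those for proliferation with DAC and in the interaction were not. Fry also called tests that camera did not, among them interferon-stimulated genes with ATRA (fry adjusted p 0.00947) and DAC+ATRA (0.00447). Others were myeloid genes with ATRA (0.0114), and cancer/testis antigens with ATRA (1.97e-05), with DAC+ATRA (0.00507) and in the interaction (0.0319). The direction of every called list was the same under total-count scaling, TMM scaling and equal depth.

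**Figure D4:**
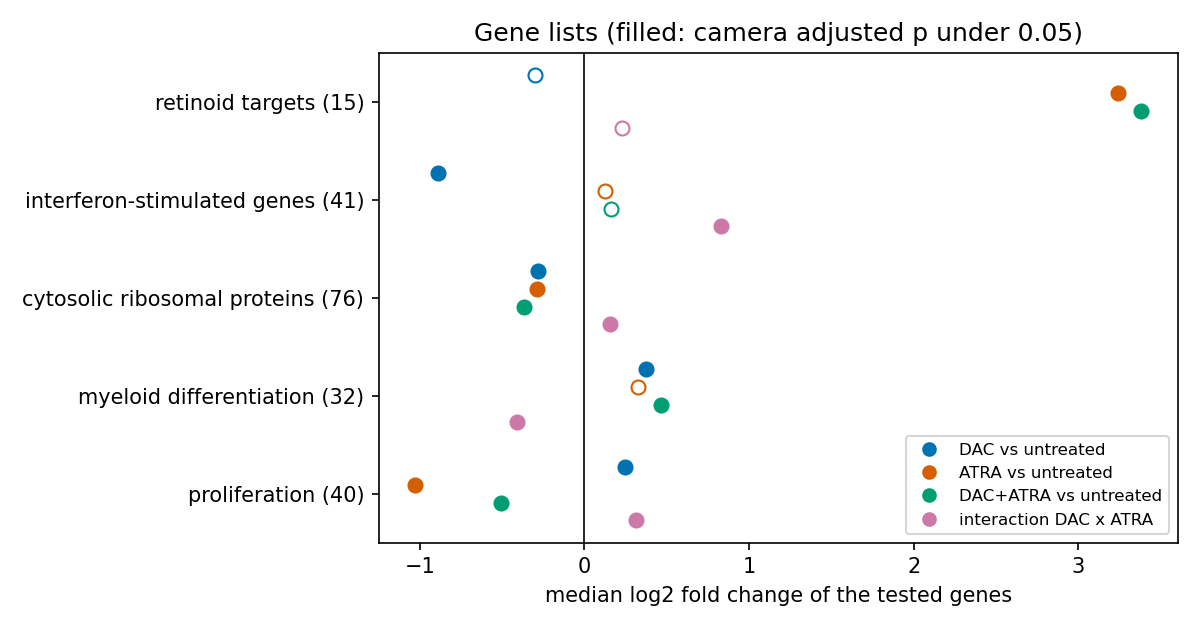
Median log2 fold change of the tested genes of 5 lists (number tested in parentheses) with each treatment against untreated and in the interaction, filled where the camera adjusted p is under 0.05. Retinoid targets are high with ATRA (3.24) and DAC+ATRA (3.38), and interferon-stimulated genes are low with DAC (-0.89) and positive in the interaction (0.83).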

Values the study reported

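The study reported 1251 genes that DAC+ATRA regulated in both U937 and MOLM-13 cells, of which 902 (72.1%) changed in the same direction in both lines. For LYZ it gave a 5-fold induction by DAC in U937 cells.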

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

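The test of a raised level in the untreated libraries was chosen only after the result was seen.

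The effect of DAC differed with and without ATRA in 170 genes (limma interaction, adjusted p under 0.01), which is a difference between groups tested directly. In 1 of 100 random regroupings of the 12 libraries, the labelled one itself, at least as many genes were called, and the largest of the others gave 5. Regrouping mixes libraries with and without each drug, which widens the spread within groups and would leave few calls in any case. This count therefore does not test the interaction apart from the changes with each drug. In 153 of the 170 genes DAC+ATRA fell short of the sum of both single changes, or ended on the other side of untreated. Noise shared between the interaction and the sum would produce calls by itself, but simulated changes that add up exactly gave a mean of 0.05 calls and at most 1 in 20 simulations. Values near the floor would make the pattern weaker among abundant genes. Among the 132 interaction genes with a mean of at least 100 normalised counts, 88.6% (95% interval 82.0% to 93.5%) still fell short of the sum. A gene high in 1 group can reach that mean while near the floor in others, so this tests the floor only in part. A single group standing apart at random (the odd group) gives at least 75% short of the sum. Where the odd group is DAC+ATRA, the sum is near 0 and its sign is largely noise. Of the 17 genes with DAC+ATRA as the odd group, 9 fell short. The share expected at random thus lies above 75%, and the observed share was not shown to exceed it. The share alone is therefore no evidence for any particular cause. If the untreated libraries stood apart for a reason other than drug, such as the 96 h label, they would be the odd group in most of these genes. They were in 18.8% (32 genes, 95% interval 13.2% to 25.5%), while ATRA was the odd group in 54.7% (93 genes). With every library thinned to the same depth, 149 genes were called. These values argue against shared noise, depth and a difference of the untreated libraries alone as the whole cause. Values near the floor were tested only in part. A candidate explanation is that DAC limits part of the response to ATRA, which was found and tested on the same libraries and remains a hypothesis. The time label stays open for the 32 genes in which untreated stood apart.

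The interaction of interferon-stimulated genes was positive (median 0.83 over 41 genes), because the list was lower with DAC than in untreated (-0.89) and not with DAC+ATRA against ATRA. The median change with DAC at equal depth was -0.84, which argues against the lower depth of the DAC libraries as the cause. A trend with expression level, length or GC content would give matched lists the same fall. Of 10000 lists matched on all of these for 40 of the 41 genes, 0% had a median as low, and the lowest was -0.28. A raised level in the untreated libraries, in place of a fall with DAC, would leave the list unchanged between DAC+ATRA and ATRA. The median there was 0.10, as that explanation needs, but the list was also not lower with ATRA than in untreated (0.13), so ATRA would have had to raise it by as much. With DAC present ATRA did raise the list (median 1.13 for DAC+ATRA against DAC, with 3 of 41 genes below 0), which both explanations need. A fall with DAC that ATRA prevents and a raised level in untreated cells cannot be told apart, because the untreated libraries are also the ones labelled 96 h. Both IFI44L (interaction 5.17, limma adjusted p 0.00109) and IFI44 (4.08, limma adjusted p 4.71e-05) are interferon-stimulated. IFI44L was lower than untreated with DAC and was not called with ATRA (-0.98, limma adjusted p 0.22) or DAC+ATRA (-0.61, limma adjusted p 0.447). IFI44 did not follow this order, as it was lower than untreated with DAC (-3.28, limma adjusted p 2.12e-06), with ATRA (-2.56, limma adjusted p 7.67e-06) and with DAC+ATRA (-1.76, limma adjusted p 4.33e-04). Nor did OASL, which had 74.2 normalised counts in untreated, 6.83 in DAC, 6.08 in ATRA and 9.39 in DAC+ATRA.

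CCN4 (interaction 5.71) and INSYN2B (5.08) were high in DAC+ATRA and near the floor in the other groups. Their differences between groups were tested, but the size on the log2 scale depends on the pseudocount: with 0.1 the interactions were 4.95 and 8.39 and no longer called. EMP1 (-3.97), RASGEF1B (-4.20) and CSF1 (-3.78) were lowest in DAC+ATRA. RASGEF1B and CSF1 rose with ATRA and fell below untreated when DAC was added. At equal depth all 5 interactions were still called (5.21 for CCN4, 4.22 for INSYN2B, -3.23 for EMP1, -4.05 for RASGEF1B and -3.42 for CSF1), which argues against depth as their cause. EMP1, RASGEF1B and CSF1 kept their calls in each of 13 alternative fits, those with pseudocounts of 0.1 and 5 included. EMP1 and CSF1 were near the floor in DAC+ATRA, so the size of their interactions also depends on the pseudocount: it ran from -6.41 to -2.11 for EMP1 and from -4.39 to -2.81 for CSF1 over these fits, against -4.51 to -3.48 for RASGEF1B. Effects of both drugs together stay open for all of them, as do other gene-specific technical sources, which were not tested.

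The interaction was also positive for cytosolic ribosomal protein genes (median 0.16) and proliferation genes (0.31), and negative for genes of myeloid differentiation (-0.41). For ribosomal protein genes a trend with expression level, length or GC content was weighed through the changes with each drug. At most 0.95% of 10000 matched lists had a median as low, the largest share over the 3 treatments, which argues against such a trend as the whole cause of the fall. Because the list fell with each drug and with both by a comparable amount, a positive interaction follows, and it may reflect a shared response or a shared difference from the untreated libraries with their 96 h label. Counting per transcript and reads shared with processed pseudogenes were not tested for this list. The proliferation interaction was not past the threshold without ATRA replicate 3 (0.08, camera adjusted p 0.459) or without DAC+ATRA replicate 2 (0.23, camera adjusted p 0.0636), and not under fry (adjusted p 0.277). The myeloid interaction kept its call under fry (adjusted p 0.00131) and with an estimated correlation (camera adjusted p 0.0378). With an estimated correlation, the ribosomal protein (camera adjusted p 0.203) and proliferation (0.451) interactions lost theirs. Under fry the ribosomal protein interaction kept its call (adjusted p 0.0211). At equal depth the myeloid (-0.41) and proliferation (0.27) interactions were still called, which argues against depth as their source. They were also called with total-count scaling (-0.35 and 0.37) and TMM scaling (-0.41 and 0.32). Rescaling shifts all genes nearly alike and camera compares a list with the other genes, so these calls do not test scaling. Trends with length or GC content were not tested for these lists, and effects of the drugs stay among the open explanations.

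Genes other than protein-coding ones, which the comparisons of the report leave out, also changed against untreated. Of 2805 non-coding or other genes tested with limma, 111 were called with DAC (54 higher, 57 lower), 468 with ATRA (229 higher, 239 lower) and 500 with DAC+ATRA (200 higher, 300 lower). Most were long non-coding RNA genes, with 96, 401 and 434 calls. An example, chosen after its values were seen, is AC011472.2, which had 0.47 normalised counts in untreated, 76.7 in DAC and 79.1 in DAC+ATRA. RN7SL1 takes a variable share of the reads, so its level could shift the other genes of this set. With scaling on non-coding reads without RN7SL1, 84.9% of the calls (916 of 1079) remained in the same direction. The share was lower with DAC, where 71 of 111 calls remained, than with ATRA (420 of 468) and DAC+ATRA (425 of 500). The rescaled fit also adjusted p-values over these genes alone, while the first fit adjusted over all gene symbols. Because the first scaling hardly depended on RN7SL1, these shares cannot test its effect. The cause of the lost calls was not tested. Overlap of long non-coding genes with neighbouring protein-coding genes was not tested, and a response to the drugs stays open.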

How the results depend on the processing

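The alternatives covered 17 settings, 10 planned before the data were examined and 7 chosen after seeing the data, and the fits that left out each library in turn. The labelled grouping gave more called genes than any other split: in each of the 5 comparisons of 6 libraries, 1 of the 10 splits, the labelled one, gave as many genes, and the others gave 0. With 10 splits the share cannot fall under 0.1, so these counts cannot exclude chance on their own.

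Under edgeR with TMM factors, the test of the original plan, 100% of the recovered reads being whole, 949 genes were called with DAC, 2948 with ATRA, 3231 with DAC+ATRA, 1977 for DAC+ATRA against DAC, 1373 against ATRA and 197 for the interaction. Of the limma calls, 831 of 848, 2724 of 2773, 3059 of 3078, 1915 of 1999, 1227 of 1270 and 166 of 170 were among them, and 0 had the opposite sign. DESeq2 called 337 interaction genes, and the cause was not tested. With only the compared groups in the fit, DAC changed 371 genes and the overlap of DAC and ATRA was 226, while the interaction needs all groups and was not run. The same fit raised the counts to 2974 with ATRA and 3957 with DAC+ATRA, and the cause was not tested. The main fit shares 1 variance per gene among all groups. The median SD between replicates was 0.28 (log2) in DAC and 0.17 in untreated and DAC+ATRA. The shared variance may therefore understate the spread of the DAC libraries. A looser threshold (adjusted p under 0.05) gave 1638 genes with DAC, 3056 for DAC+ATRA against DAC, 2244 against ATRA, 386 for the interaction and an overlap of 914. A required change of over 2-fold gave 361, 1562, 1548, 1086 and 536 genes for the 5 comparisons between groups, and an overlap of 172. Genes with 1 transcript row, which are fewer, gave 457, 1069, 1160, 811 and 639, an overlap of 253 and 7 of the 22 calls of study genes against untreated. Other counts of calls stayed within 1.5 times the main count under the remaining settings. No scaling moved the share of higher calls by over 10 percentage points or the median of all genes by over 0.1.

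Leaving out 1 library gave 509 to 1385 genes for DAC over 6 fits (540 without untreated replicate 1, 509 without untreated replicate 2, 1385 without DAC replicate 3). It gave 2131 to 2640 for ATRA, 2363 to 2608 for DAC+ATRA, 1462 to 1982 against DAC and 819 to 1292 against ATRA (819 without ATRA replicate 2 and 819 without DAC+ATRA replicate 2). Over 12 fits it gave 106 to 262 for the interaction (106 without untreated replicate 2, 112 without DAC+ATRA replicate 2, 262 without DAC replicate 3) and 275 to 707 for the overlap (298 without untreated replicate 1, 275 without untreated replicate 2, 707 without DAC replicate 3). DAC replicate 3 lay apart from the other DAC libraries on the third principal component. The share of interaction genes that fell short of the sum was 87.0% to 90.6% over all alternatives.

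Of the 28 list tests, 18 were called and 8 with the correlation estimated from the data, the only setting changed, with which camera also takes the residual degrees of freedom in place of the number of genes. Leaving out 1 library gave 17 to 19, and the study genes had 21 to 24 calls. The proliferation interaction was lost without ATRA replicate 3 (0.08) and without DAC+ATRA replicate 2 (0.23). Median-of-ratios scaling, planned as an alternative for the lists, is the scaling of the deposited values, so TMM factors were used in its place.

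For 78 pairs of a named gene and a comparison, 1091 fits under other settings gave 20 weaker, 11 stronger and 4 reversed results, and 588 fits without 1 library gave 13 weaker, 6 stronger and 19 reversed. All reversed results were of genes not called in that comparison. The HIC1 interaction reversed to -0.051 with a pseudocount of 5 and to -0.11 at equal depth. With ATRA, IFIH1 (-0.071) and CXCR1 (-0.26) reversed at equal depth. The causes were not tested. Without single libraries the interaction ranged from -0.062 to 0.423 for HIC1, from -0.039 to 0.241 for ERV3-1, from -0.43 to 0.10 for ZNF117, from -0.43 to 0.20 for DDX58, from -0.22 to 0.15 for MAVS and from -0.29 to 0.38 for ELANE. The change with DAC+ATRA ranged from -0.152 to 0.066 for LYZ and from -0.11 to 0.26 for MAVS. For IFIH1, the change ranged from -0.351 to 0.077 with DAC and from -0.13 to 0.30 with ATRA.

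A replicate block was fitted because the labels give each group the numbers 1 to 3. Libraries of the same number did not deviate together: the correlations ran from -0.26 to 0.11, and 0 of the 6 pairs of groups had all of them over 0.1, so the numbers do not pair the libraries. With the block, 742 genes were called with DAC, 2573 with ATRA, 2833 with DAC+ATRA, 1835 against DAC, 1141 against ATRA, 140 for the interaction and 406 in the overlap.

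Depth limits the low genes. The libraries with DAC held fewer reads, and at equal depth 769 genes were called with DAC, 2576 with ATRA and 149 for the interaction. The HIC1 call with DAC was lost there (-0.78, limma adjusted p 0.024; range 2.92e-04 to 0.0996), so a fall of HIC1 with DAC was not firm at this depth.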

Other observations

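The tests of transcript counting and of the wider retinoid response were chosen only after the results were seen.

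Some abundant genes had low values. B2M, with 6 transcript rows, had a mean of 126 normalised counts over the 12 libraries and PTPRC had 21.1 with 6 rows, while ACTB had 44530 with 2 rows, GAPDH 3276 with 6 rows and EEF1A1 1569 with 5 rows. B2M and PTPRC also had the most bases that belong to 1 transcript only (1216 and 2735, against 459 for ACTB, 364 for GAPDH and 1047 for EEF1A1), so neither the rows nor these bases account for the order of the 5 genes, and the low values of B2M and PTPRC stay open. If reads that fit more than 1 listed transcript were left out, rows with no stretch of their own would stay near 0 even in well-expressed genes. Of 4623 rows with no own stretch of at least 50 bases, 19.5% reached 10 normalised counts, against 84.1% of rows with an own stretch of 200 bases or more. Rows with no base of their own were at 0 in 82.7%. For the rows, this is consistent with counting that kept only reads unique to 1 transcript. A change in transcript use could then appear as a change of a gene. Genes with 1 transcript row cannot shift reads between listed rows, and of 2852 such genes 457 were called with DAC, 1069 with ATRA and 118 for the interaction, so such shifts were not the source of these calls. For genes with several rows it stays open.

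HIC1, CYP26A1 and GBP4 were lower in DAC+ATRA than in ATRA (-0.87, -1.73 and -0.93), although GBP4 was not past the threshold (limma adjusted p 0.117). At equal depth the median of the 3 genes was -0.90, so the lower depth of the DAC+ATRA libraries does not account for it. A general lowering of retinoid targets in DAC+ATRA would reach most other genes of the list that ATRA raised with and without DAC. Of 7 such genes, 5 were lower in DAC+ATRA (median -0.21, exact two-sided sign test p 0.453), and 0 of the 7 were called, with 0 at an unadjusted p under 0.05. HIC1 and CYP26A1 were left out of this count after it had been seen with them (7 of 9 genes lower). A general lowering and changes of these genes alone cannot be told apart with so few genes. These values compare levels, not the change with ATRA. The interaction, which compares that change with and without DAC, was negative for CYP26A1 (-1.73) and positive for HIC1 (0.23) and GBP4 (2.36). None of the 3 was called in the main fit. Over the retinoid list its median was 0.23, with 10 of 15 genes positive, and it was not called (camera adjusted p 0.171). A weaker change with ATRA was thus not seen for the list.

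The study describes synergistic induction of HIC1, CYP26A1, GBP4 and LYZ by both drugs in U937 cells. In the MOLM-13 libraries ATRA alone gave higher levels of the first 3 genes than DAC+ATRA, and LYZ in DAC+ATRA did not differ from untreated. U937 cells were not analysed here, so a difference between the cell lines was not tested.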
